A study of Mus musculus with 10 samples. Its data were reported in "TSC/mTORC1 mediates mTORC2/AKT1 signaling in c-MYC–induced murine hepatocarcinogenesis via centromere protein M" (2024).

How the data were processed

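RNA sequencing of mouse liver tissue was examined in 10 libraries: normal liver (NL, n = 4), liver tumours induced by c-MYC (c-MYC, n = 3) and liver tumours induced by c-MYC together with FOXO1AAA, a constitutively active form of the transcription factor FOXO1 (c-MYC/FOXO1AAA, n = 3). Each sample was placed in its group by its title in the labels, and each column of the table was matched to a sample by name. Replicate numbers are those of the titles. The labels and the methods of the study name different mouse strains, and strain was not used in any test.

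The table holds log2 FPKM as deposited. FPKM are fragments scaled to the length of the gene and to the size of the library. According to the methods of the study, the authors counted reads by gene, converted the identifiers to gene symbols and analysed the counts in R with edgeR. The aligner, the counting tool, their versions, the genome build, the annotation and the filter on low genes are not stated. The values themselves showed how the log2 scale had been formed by the authors. A prior count of 2, scaled to each library, had been added to every count before the logarithm, so that a gene with no reads sits at the same floor in all libraries. The table has 17069 entries, of which 372 have no symbol and were left out of all totals and tests. Of the 16697 gene entries, 6 share 3 duplicated symbols and 21 carry a date in place of a symbol. These were tested but are not named.

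Because the floor depends only on gene length, the values could be turned back into whole reads. For each gene, lengths up to 130000 bp were tried, and the length at which all 10 libraries gave whole reads was kept. A single solution was found for 16673 genes (99.86%), and 24 genes had several. Of 16574 genes matched by symbol to the GENCODE annotation of mouse release M21, 97.7% had a length equal to that of an annotated transcript. On simulated data with known answers, 97.57% of 16697 genes had a single solution, and all reads of those 16291 genes were recovered. The effective library size of the authors divided by the recovered reads gave a scaling factor per library.

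The main test used the deposited log2 values as they stand, because the deposited unit is not a count and the count model of the study was therefore not used. Genes with an FPKM of at least 1 in at least 3 libraries were kept, which left 14017 genes. A linear model with a mean per group was fitted to all 10 libraries with limma 3.58.1 (R 4.3.3, statmod 1.5.0), so that the groups share an estimate of the spread. The function treat tested 2-sided for a change above 1.5-fold, with trend and robust estimation. The study names this fold change for its other RNA sequencing experiment and states none for these libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Log2 fold changes are on the scale with the prior count, which understates the change of low genes. Fold changes against a group whose libraries all hold 3 reads or fewer are given as lower bounds against 3 reads, and none is given when both groups are that low. The rule that leaves such pairs of groups out was added after the results had been seen. Bounds at 3 reads cover counting error only.

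The groups, the main test, the alternatives and the hand-written gene lists were chosen before the data were examined. So was the rule for the named genes. For c-MYC versus NL and for c-MYC/FOXO1AAA versus c-MYC, the rule takes the 5 genes with the largest change in each direction. They must be past the threshold, show no overlap between the groups and have a mean FPKM of at least 10 in 1 of the 2 groups. For genes that moved in opposite directions in the 2 contrasts, the rule takes the 5 of each kind whose smaller change was largest. Panels of transgenes, pathway components, candidate genes, FOXO1 target genes, sex markers and strain markers were fixed as well. Of these, Xist was not analysed here. Gene positions are those of GRCm38 in GENCODE release M21, matched by symbol. The build used by the authors may differ.

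Gene sets were tested with camera in limma, with a preset correlation of 0.01 between genes, and beside it with fry and with camera at an estimated correlation. The 24 sets with at least 3 tested genes were tested in 3 contrasts, with Benjamini-Hochberg adjustment over all 72 tests. In simulated data with 200 changed genes, treat tested 12841 genes and recovered 152 of the 190 changed genes that passed the filter in c-MYC/FOXO1AAA versus c-MYC (80%). No unchanged gene was called there. Camera found the changed set in both contrasts that held it and called 1 unchanged set in c-MYC/FOXO1AAA versus NL.

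The alternatives were a pseudocount of 0.1 or 1 on back-transformed values, no filter or a mean FPKM of at least 5, and rescaling to the same FPKM total. Others were an equal median, quantile normalization, no fold-change threshold or a threshold of 2, trend and robust estimation off, and a fit over only the 2 groups. The replicate number as a block, each library left out in turn, and the other set tests completed the list. The voom method of limma on the recovered reads was added after seeing the data, and it recovered 160 of the 190 changed genes (84.2%) in the simulation. Lists of muscle and glial genes were also added once the data had been seen. Mixtures of libraries were simulated to test how the share of another tissue is estimated. Shares of 8, 0, 4 and 2% of tumour reads in normal liver were estimated at 8.37, 0.599, 4.56 and 2.67%. Shares of 0, 0.4 and 0.8% of normal liver in tumour were estimated at 0.0834, 0.488 and 0.857%.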

Results

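Gene expression was measured by RNA sequencing in mouse liver. Tumours were induced by hydrodynamic tail vein injection, in which a large volume of plasmid solution is pushed into the liver so that hepatocytes take up the plasmids and a transposase inserts them into the genome. The groups were normal liver (NL, n = 4), tumours driven by the oncogene c-MYC (c-MYC, n = 3) and tumours driven by c-MYC with FOXO1AAA (c-MYC/FOXO1AAA, n = 3). FOXO1 is a transcription factor that AKT inactivates by phosphorylation, and FOXO1AAA lacks the phosphorylated residues. The study used these libraries to ask whether active FOXO1 changes the expression profile of c-MYC tumours.

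The reads in listed genes amounted to 14.56 M (M, mega) ± 1.71 (SD, n = 4) in NL, 14.53 M ± 0.42 (SD, n = 3) in c-MYC and 16.81 M ± 3.55 (SD, n = 3) in c-MYC/FOXO1AAA. The shallowest library was NL 4 with 13.12 M reads, and the deepest was c-MYC/FOXO1AAA 2 with 20.55 M. The 10 most abundant genes of each library took 20.12% ± 0.873 (SD, n = 4) of the reads in NL, 9.133% ± 0.289 (SD, n = 3) in c-MYC and 7.367% ± 0.569 (SD, n = 3) in c-MYC/FOXO1AAA. The authors had scaled the library sizes. The scaling factor, which is the effective library size divided by the reads, was 0.6745 ± 0.017 (SD, n = 4) in NL, 1.275 ± 0.0195 (SD, n = 3) in c-MYC and 1.47 ± 0.0274 (SD, n = 3) in c-MYC/FOXO1AAA. No pair of replicates agreed within sampling noise, with a chi-square per degree of freedom from 9.4 to 33.9, and all 10 libraries were counted as separate samples. Pearson's r of log2 FPKM across genes lay between 0.9743 and 0.9851 for pairs of replicates.

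**Figure D1:**
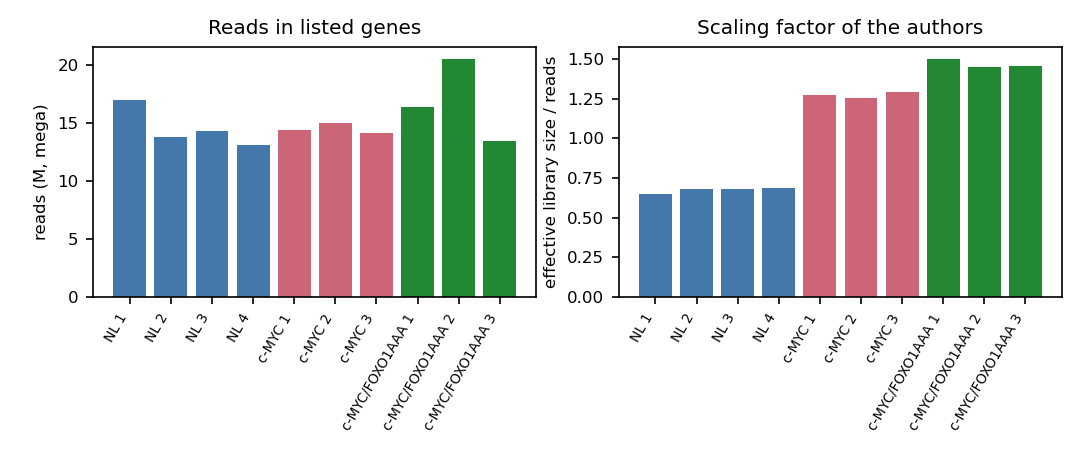
Reads in listed genes (left, M) and scaling factor of the authors (right, effective library size divided by reads), with a bar for each of the 10 libraries, coloured by group. Depth overlapped between groups, whereas the scaling factor lay between 0.649 and 0.684 in NL, 1.256 and 1.295 in c-MYC, and 1.454 and 1.502 in c-MYC/FOXO1AAA.

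Foxo1 was examined first (chromosome 3, 52268336 to 52353221, plus strand). It stood at 7.14 FPKM ± 0.532 (SD, n = 4) in NL, 5.63 FPKM ± 0.721 (SD, n = 3) in c-MYC and 83.1 FPKM ± 12.8 (SD, n = 3) in c-MYC/FOXO1AAA. The 3 c-MYC/FOXO1AAA libraries held 95.6, 83.6 and 70.1 FPKM. The values are totals by gene and do not show which form of Foxo1 the reads come from. Against c-MYC the log2 fold change was 3.88 (SE 0.14, limma adjusted p 3.4e-08). The c-MYC and NL groups did not differ past the threshold, with a log2 fold change of -0.35 (limma adjusted p 1), and this sign turned when each library was rescaled to the same FPKM total, to 0.58. Mouse Myc (chromosome 15, 61985391 to 61990374) fell from 11.2 FPKM ± 8.17 (SD, n = 4) in NL to 0.771 FPKM ± 0.254 (SD, n = 3) in c-MYC, with a log2 fold change of -3.61 (SE 0.5, limma adjusted p 0.000219). It was 0.983 FPKM ± 0.118 (SD, n = 3) in c-MYC/FOXO1AAA. Whether reads of the c-MYC transgene were counted at this gene is not stated. The gene held 80 to 369 reads in NL, 16 to 32 in c-MYC and 28 to 55 in c-MYC/FOXO1AAA. The paper reports c-MYC protein in such tumours by staining and Western blot. These values argue against transgene reads being counted here, so the fall concerns the mouse gene and not total c-MYC.

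The first comparison asked how c-MYC tumours differ from normal liver. Of 14017 genes tested with limma treat, 3435 were higher and 3305 lower in c-MYC (Benjamini-Hochberg adjusted p under 0.05), which is 48.1% of the genes. The median absolute log2 fold change of these genes was 1.98, and the median residual SD across genes was 0.25. The groups did not overlap for 10359 genes (73.9%), where chance gives 5.71%, and 6727 of the 6740 called genes were among them. Without a fold-change threshold 5487 genes were higher and 4945 lower, and after rescaling to the same FPKM total 7061 were higher and 1895 lower. The rescaling raised the median log2 fold change of all genes from 0.08 to 1.01. The share of called genes that were higher rose with it from 51% to 78.8%. With an equal median it was 46.7% and with quantile normalization 55.6%.

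Among genes of at least 10 FPKM in 1 group, the largest fitted increases were those of Kcnk16, Peg10, Igf2bp3, Ccnb1 and Hmmr, with log2 fold changes from 6.06 to 6.27. Ccnb1 (chromosome 13, 100778650 to 100786570) rose from 1.33 FPKM ± 1.46 (SD, n = 4) to 57.5 FPKM ± 4.46 (SD, n = 3), a log2 fold change of 6.1 (SE 0.69, limma adjusted p 3.8e-05). Without NL 1 its NL mean was 0.615 FPKM. Kcnk16 (chromosome 14, 20261376 to 20269199) rose from 0.603 FPKM ± 0.515 (SD, n = 4) to 42.7 FPKM ± 37.3 (SD, n = 3). Its log2 fold change was 6.27 (SE 0.91, limma adjusted p 0.000229). The c-MYC mean of Kcnk16 rested on c-MYC 2 and was 21.2 FPKM without it, and its NL mean was 0.366 FPKM without NL 1. These increases have an upper limit in the NL libraries, which held tumour genes at low and unequal levels. The largest decreases were in the major urinary protein genes Mup7, Mup12, Mup15 and Mup17 and in Gm21320. The Mup genes have near-identical copies among which reads can be split, so their single values are uncertain, and Gm21320 had no match in the annotation. Mup7 (chromosome 4, 60066469 to 60070475) was 9090 FPKM ± 1270 (SD, n = 4) in NL and held at most 1 read in any c-MYC library, so that it was at least 52000-fold lower (limma adjusted p 2.71e-10). Mup15 was at least 9790-fold lower. Mup17 and Gm21320 varied widely between NL libraries, and without NL 3 their NL means were 468 FPKM and 1210 FPKM in place of 744 FPKM and 2130 FPKM. Counted from the lowest NL library, Mup17 was at least 1520-fold lower (267 FPKM in NL 2) and Gm21320 at least 984-fold lower (185 FPKM in NL 1).

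The second comparison asked what FOXO1AAA changes in c-MYC tumours. A figure legend of the study names MCL1 in the control tumours. Its results text, its methods and its list of injected plasmids name c-MYC with empty vector and no MCL1. If MCL1 was injected in the c-MYC group and not in c-MYC/FOXO1AAA, this contrast also holds its effect. Mouse Mcl1 was 195 FPKM ± 10.5 (SD, n = 4) in NL, 244 FPKM ± 8.72 (SD, n = 3) in c-MYC and 158 FPKM ± 3.91 (SD, n = 3) in c-MYC/FOXO1AAA. The log2 fold change of -0.63 between the tumours (SE 0.09, limma adjusted p 0.718) was not past the threshold, with an adjusted p from 0.000108 to 1 over its alternatives. Whether reads of an MCL1 transgene would be counted at this gene is not stated. With limma treat, 2229 genes were higher and 1787 lower in c-MYC/FOXO1AAA than in c-MYC, or 28.7% of those tested. The median absolute log2 fold change of the 4016 called genes was 2.3. The groups did not overlap for 8886 genes (63.4%), where chance gives 10%, and these included all 4016 called genes. Without a fold-change threshold 3984 genes were higher and 3704 lower. Among genes with a mean of at least 5 FPKM, 989 were higher and 1291 lower, so that the share of higher genes was 43.4% in place of 55.5%.

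Eef1a2 (chromosome 2, 181147653 to 181157014) reached 364 FPKM ± 63.9 (SD, n = 3) in c-MYC/FOXO1AAA and held at most 1 read in each c-MYC library, so that it was at least 4680-fold higher (limma adjusted p 2.11e-09). Penk reached 489 FPKM ± 102 (SD, n = 3) and was at least 4360-fold higher, Olig1 reached 165 FPKM ± 17.8 (SD, n = 3) and was at least 2200-fold higher, and Tbx15 reached 58 FPKM ± 7.44 (SD, n = 3) and was at least 1270-fold higher. Fbn2 reached 41.2 FPKM ± 7.22 (SD, n = 3), a log2 fold change of 10.62 (SE 0.47, limma adjusted p 6.43e-08). The largest decreases were those of Tmed6, Sfmbt2, Cdhr2, Cldn6 and Shbg, with log2 fold changes from -7.5 to -6.61. Sfmbt2 (chromosome 2, 10370510 to 10595253) fell from 27.8 FPKM ± 2.39 (SD, n = 3) to 0.163 FPKM ± 0.0712 (SD, n = 3), a log2 fold change of -7.5 (SE 0.96, limma adjusted p 0.000154). Tmed6 fell from 135 FPKM ± 25.4 (SD, n = 3) to 1.72 FPKM ± 2.43 (SD, n = 3), with a log2 fold change of -7.5 (SE 1.2, limma adjusted p 0.00074). Its c-MYC/FOXO1AAA mean was 0.314 FPKM without c-MYC/FOXO1AAA 3.

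Against NL, 4371 genes were higher and 3728 lower in c-MYC/FOXO1AAA (limma treat), which is 57.8% of those tested, and their median absolute log2 fold change was 2.21. The groups did not overlap for 11231 genes (80.1%), where chance gives 5.71%. After rescaling to the same FPKM total, 8129 genes were higher and 2099 lower, and the share of higher genes moved from 54% to 79.5%.

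Genes whose change in c-MYC was opposed in c-MYC/FOXO1AAA were then counted, since the study used them to describe how FOXO1AAA modifies expression. Its conclusion that FOXO1AAA has little effect on tumour development rests on other experiments. Among these, it reports survival as not improved and liver weight as not significantly different. Of the 3435 genes higher in c-MYC than in NL, 463 (13.5%) were lower in c-MYC/FOXO1AAA than in c-MYC. Of the 3305 lower genes, 862 (26.1%) were higher in c-MYC/FOXO1AAA. Both contrasts use the same c-MYC libraries, so an error in them moves both in opposite directions. When the contrasts used different c-MYC libraries, in 6 assignments, 307 to 362 genes were first higher and then lower and 652 to 757 first lower and then higher. If calls in the contrasts were independent across genes, 438 and 526 genes of the 2 kinds would be expected, so the 463 lie near that number and the 862 above it. Across genes, Pearson's r of the log2 fold changes in the 2 contrasts was -0.225, against a mean of -0.0687 in 20 simulations with c-MYC/FOXO1AAA unchanged from c-MYC, and genes are not independent replicates. A further 223 genes were higher in both contrasts and 519 lower in both, where independent calls would give 546 and 421. Relative to NL, 362 of the 463 genes were no longer past the threshold in c-MYC/FOXO1AAA, while 47 remained higher and 54 were lower. The median log2 fold change to NL of all 463 genes was -0.01. Among the 862 genes, 351 were no longer past the threshold, while 326 remained lower and 185 were higher than in NL. The count moved most without a fold-change threshold, to 1491 and 1792 genes.

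**Figure D2:**
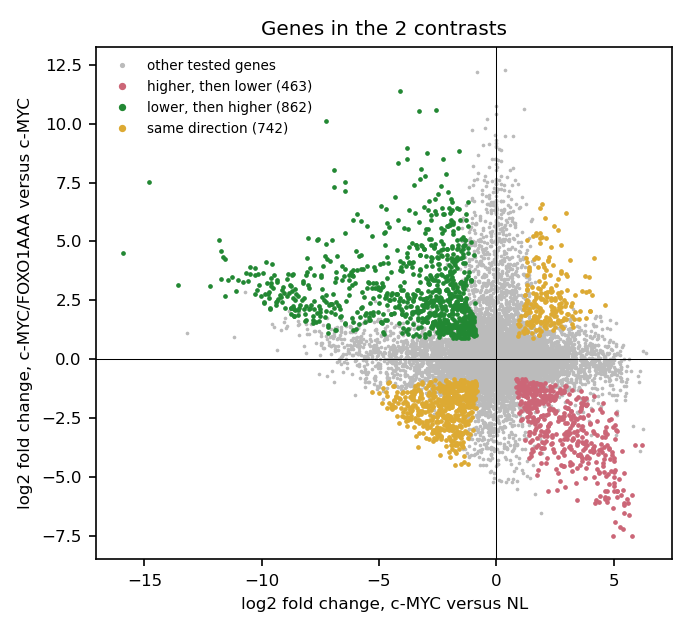
Log2 fold change of each tested gene in c-MYC versus NL (horizontal) and in c-MYC/FOXO1AAA versus c-MYC (vertical), with a point per gene. Coloured points mark the 463 and 862 genes past the threshold in opposite directions and the 223 and 519 genes past it in the same direction.

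The genes with the largest opposed changes that were first higher and then lower were Sfmbt2, Igsf23, Shbg, Bhlha15 and Phlda2. Their log2 fold changes were 5.58 to 5.79 in the first contrast and -7.5 to -5.75 in the second. Without NL 1 the NL means of all 5 were lower, for Sfmbt2 0.472 FPKM in place of 0.918 FPKM. Without c-MYC/FOXO1AAA 3 the c-MYC/FOXO1AAA mean was 0.168 FPKM in place of 0.729 FPKM for Igsf23. For Shbg it was 0.126 FPKM in place of 0.555 FPKM. The genes with the largest opposed changes that were first lower and then higher were Mup12, Prg4, Fam169b, Atoh8 and Gadd45g. Prg4 (chromosome 1, 150449412 to 150466165) went from 17.4 FPKM ± 2.29 (SD, n = 4) in NL to 0.116 FPKM ± 0.0375 (SD, n = 3) in c-MYC and 127 FPKM ± 29.9 (SD, n = 3) in c-MYC/FOXO1AAA. Its log2 fold changes were -7.27 (SE 0.23, limma adjusted p 2.88e-09) and 10.12 (SE 0.24, limma adjusted p 2.95e-09). Mup12 went from 17500 FPKM ± 4670 (SD, n = 4) to 2.4 FPKM ± 3.84 (SD, n = 3) and 112 FPKM ± 15.9 (SD, n = 3). The c-MYC mean of Mup12 was 0.185 FPKM without c-MYC 3. Of the 136 genes of this kind with at least 100 FPKM in NL, 48 stayed higher when a small share of normal liver, as estimated in the c-MYC/FOXO1AAA libraries, was added to the c-MYC libraries.

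The 8 FOXO1 target genes that the study plotted from these libraries were tested as a list, which is therefore not independent evidence. All 8 were higher in c-MYC/FOXO1AAA than in c-MYC with limma treat over all genes, and 8 were also higher when adjusted over the list alone. For each of the 8 genes the 3 c-MYC/FOXO1AAA libraries lay above the 3 c-MYC libraries. Pdk4 (chromosome 6, 5483351 to 5496309) showed the largest change, from 0.0809 FPKM ± 0.0563 (SD, n = 3) to 22.3 FPKM ± 2.38 (SD, n = 3), a log2 fold change of 8.35 (SE 0.45, limma adjusted p 2.57e-07). Its c-MYC mean was 0.0496 FPKM without c-MYC 3. Gadd45g rose by 5.64 on the log2 scale, Pck1 by 3.27, Gadd45a by 2.86, Ccng2 by 2.42 and Bcl2l11 by 1.86. Becn1 rose by 0.86 (SE 0.09, limma adjusted p 0.0291). Ppargc1a rose from 0.0981 FPKM ± 0.0948 (SD, n = 3) to 0.299 FPKM ± 0.0739 (SD, n = 3), a log2 fold change of 2.02 (SE 0.55, limma adjusted p 0.0472), and its c-MYC mean was 0.0436 FPKM without c-MYC 2. Over its alternatives the adjusted p of Ppargc1a ranged from 0.00054 to 1, and that of Becn1 from 2.17e-05 to 1. Pck1 reached 8.01 FPKM ± 3.22 (SD, n = 3) in c-MYC/FOXO1AAA against 1420 FPKM ± 174 (SD, n = 4) in NL, or 0.563% of the NL level. With the same addition, Pck1 (log2 fold change -0.44) and Ppargc1a (1.67) were no longer past the threshold. Pck1 is 1 of the 17 genes from which the share was estimated, and its log2 fold change was -0.51 with the share estimated from the other 16. Relative to NL, 5 of the 8 genes were lower in c-MYC. In c-MYC/FOXO1AAA, 3 of the 8 were higher and 2 lower than in NL.

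**Figure D3:**
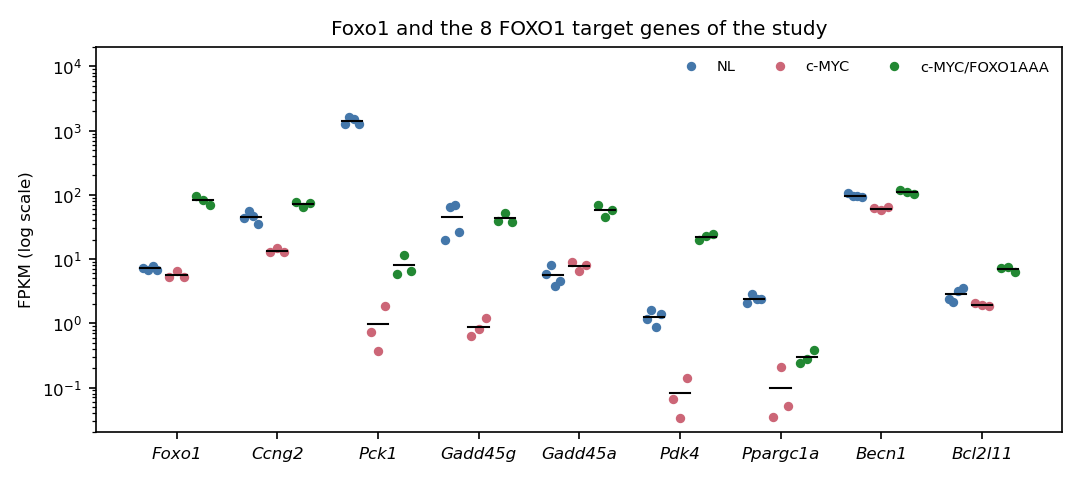
FPKM (log scale) of Foxo1 and the 8 FOXO1 target genes, with a point for each library and a line at the mean of each group. In c-MYC/FOXO1AAA all 9 genes lay above c-MYC, and Pck1 and Ppargc1a stayed below NL.

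Among the other FOXO and pathway genes, Foxo4 fell by 1.17 on the log2 scale in c-MYC/FOXO1AAA relative to c-MYC (SE 0.14, limma adjusted p 0.00389), Irs2 by 1.47 (SE 0.25, limma adjusted p 0.0102) and Insr by 1.02 (SE 0.14, limma adjusted p 0.022). The adjusted p of Insr ranged from 0.00012 to 1 over its alternatives. Akt1 rose by 1.48 (SE 0.12, limma adjusted p 9.58e-05). Rictor did not pass the threshold, with a log2 fold change of 1.02 (SE 0.2, limma adjusted p 0.0809), but its adjusted p ranged from 0.00115 to 1 over its alternatives. The log2 fold changes of Foxo3, Mtor, Rptor, Tsc1 and Tsc2 lay between -0.26 and 0.09. The signs for Foxo3, Mtor and Rptor depended on the scaling. In c-MYC relative to NL, Eif4e was higher by 1.26 (SE 0.1, limma adjusted p 0.000118) and Rps6 by 0.97 (SE 0.11, limma adjusted p 0.00581). Of the candidate genes of the study, Cenpm rose from 13.2 FPKM ± 0.465 (SD, n = 4) in NL to 37.2 FPKM ± 4.15 (SD, n = 3) in c-MYC, a log2 fold change of 1.49 (SE 0.11, limma adjusted p 2.35e-05). It was 24.2 FPKM ± 2.94 (SD, n = 3) in c-MYC/FOXO1AAA, a change that was not past the threshold (-0.62, SE 0.12, limma adjusted p 0.836). The call for Cenpm changed under 1 of its alternatives (limma adjusted p 0.00114). Its c-MYC/FOXO1AAA libraries (20.9 to 26.4 FPKM) all lay below its c-MYC libraries (32.7 to 40.9 FPKM). Arhgef2 was 0.793, 1.86 and 12.2 FPKM in the 3 groups, with log2 fold changes of 1.24 and 2.72 (limma adjusted p 0.00908 and 9.55e-06). Bcat1 reached 30 FPKM ± 7.11 (SD, n = 3) in c-MYC/FOXO1AAA, at least 304-fold above c-MYC. Slc7a11 stayed under the filter, at 0.0128, 0.0265 and 0.103 FPKM.

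Gene sets written by hand were compared by the median log2 fold change of their genes minus that of all tested genes. Camera with a preset correlation called 40 of the 72 tests, 16 in c-MYC versus NL, 8 in c-MYC/FOXO1AAA versus c-MYC and 16 in c-MYC/FOXO1AAA versus NL. All 40 were also called by fry, and 0 were called with an estimated correlation, where 8 had an unadjusted p under 0.05. As many or more sets were called in many other splits of the same libraries. These splits keep part of the group difference and only numbers of sets were compared, so they are no reference without change. The medians are given as descriptions. In c-MYC versus NL the median was 4.69 for cell cycle genes, 3.33 for centromere and kinetochore genes, 2.3 for ribosome biogenesis genes and MYC targets, 2.71 for fetal liver genes and 1.32 for glycolysis. It was -8.34 for xenobiotic metabolism, -5.76 for bile acid genes, -4.91 for gluconeogenesis, -4.71 for pericentral genes and -3.47 for plasma proteins. Further sets with lower medians were urea cycle at -2.68, cholesterol synthesis at -1.73, fatty acid oxidation at -1.58, fatty acid synthesis at -1.33 and other FOXO targets at -0.79. The citrate cycle stood at -0.44, and its sign turned under quantile normalization. Of the sets named for this contrast, camera did not call the citrate cycle (adjusted p 0.4), fetal liver genes (0.352) or other FOXO targets (0.196).

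In c-MYC/FOXO1AAA versus c-MYC the median was 2.61 for the FOXO1 targets of the study, which were at -3.04 in the first contrast. It was -2.81 for the urea cycle, -2.28 for plasma proteins, -1.65 for fatty acid oxidation, -1.39 for cholesterol synthesis and -0.64 for the citrate cycle, all called by camera and fry. Not called by camera were fetal liver genes at 1.86, xenobiotic metabolism at 1.78, pericentral genes at 0.99 (a median of 1.01 before that of all genes is taken off, or 1.18 with 2 genes at their lower bound), fatty acid synthesis at -0.89, gluconeogenesis at -0.58 and cell cycle genes at -0.34. Bile acid genes at -0.21, ribosome biogenesis at -0.27, glycolysis at -0.1, other FOXO targets at -0.07 and centromere genes at 0.03 were not called either, and the signs of these 5 sets changed under at least 1 alternative.

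**Figure D4:**
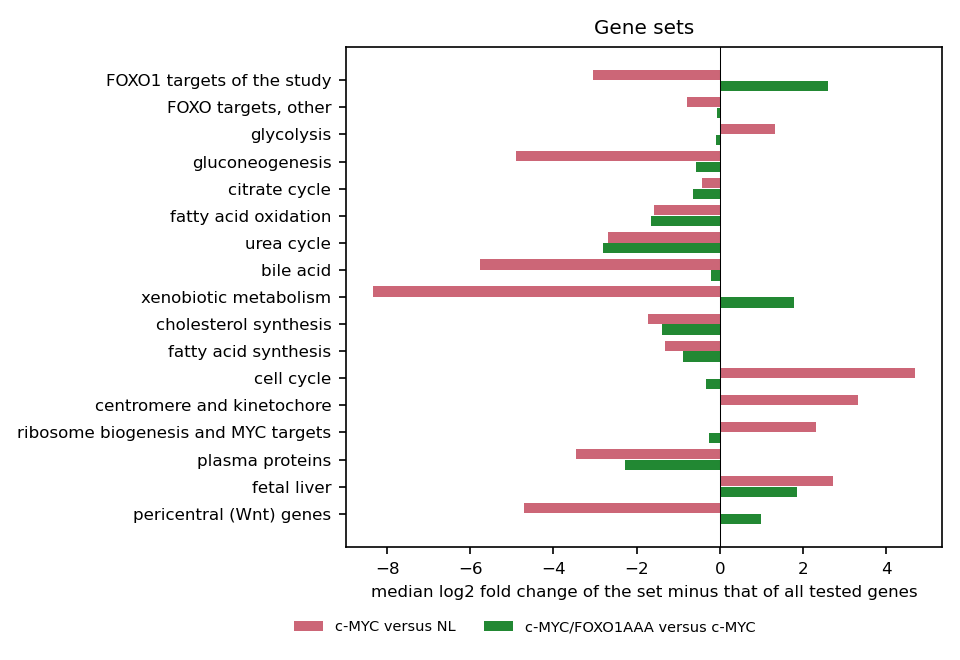
Median log2 fold change of each hand-written gene set minus that of all tested genes, with a bar for c-MYC versus NL and a bar for c-MYC/FOXO1AAA versus c-MYC. Cell cycle genes stood at 4.69 in the first contrast and -0.34 in the second, and fatty acid oxidation genes at -1.58 and -1.65.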

Values the study reported

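The study reported 735 genes with raised expression in c-MYC/pT3 tumours relative to normal liver that FOXO1AAA lowered. It also reported 1,206 genes with reduced expression in c-MYC/pT3 tumours that FOXO1AAA raised.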

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

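The tests of sequencing depth and of abundant liver genes in the following paragraphs were chosen only after the result was seen. In the NL group, the only group of at least 4 libraries, 64 results were examined for a library far from the other 3. A library counted as far when its gap to the nearest other one relative to the whole range of the group exceeded Dixon's critical value for 4 samples. This met 3 results, and chance gives 3.2 at a rate of 1 in 20, so their number is what chance alone would give. NL 1 was the library in 2 of the 3 results and NL 2 in the other.

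The scaling factor of NL 1 was 0.649, against 0.682 to 0.684 in the other 3 NL libraries. NL 1 was also the deepest NL library with 17.03 M reads, against 13.12 to 14.29 M in the others, but a single library gives no test of depth as the cause. Depth and the content of this library cannot be told apart, because only NL 1 has both values. The low scaling factors of the whole NL group are a separate matter. In each NL library at least 19.1% of the reads fell in the 10 most abundant genes, against at most 9.3% in a tumour library. The direction is the one that a few abundant liver genes would need. Most reads lay outside these genes in every library, however. The shares alone therefore do not show why the mean scaling factors were as far apart as 0.6745 in NL and 1.275 in c-MYC. NL 1 did not hold the highest such share in its group, which was 21.2% in NL 2. The labels give no biological difference within the NL group, so no biological explanation was tested. NL 1 did hold c-MYC tumour genes at a median of 8.36% of the c-MYC level, against 0.617 to 3.87% in the other NL libraries. Whether this content bears on its scaling factor was not tested.

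Eif4e was 54.4 FPKM in NL 2 and 65.9 to 67.9 FPKM in the other NL libraries. Becn1 was 105 FPKM in NL 1 and 93.2 to 94.9 FPKM in the others. Neither gap approached the difference between groups, since c-MYC stood at 153 FPKM for Eif4e and at 61.1 FPKM for Becn1. With as many such results as chance gives, no technical or biological cause was sought for either gene.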

How the results depend on the processing

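The comparison with voom on the recovered reads, the counts of shared genes and the rule on genes at the floor were chosen only after the result was seen. The counts of called genes, the FOXO1 target list and the set tests were computed under up to 25 alternatives, of which 10 left out 1 library each. Of the 232 values for these 10 results, 213 stayed within 1.5 times the reported value, and 19 did not.

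Rescaling each library to the same FPKM total gave 7061 higher and 1895 lower genes in c-MYC versus NL, and 8129 and 2099 in c-MYC/FOXO1AAA versus NL. The share of higher genes became 78.8% in place of 51% in the first contrast and 79.5% in place of 54% in the other. The median log2 fold change of all genes moved to 1.01 and 1.31, so the alternative shifts nearly all genes by its own construction. In c-MYC versus NL the share of higher genes was 46.7% with an equal median and 55.6% with quantile normalization, so of these 3 scalings the FPKM total alone moved it by over 10 points. Which scaling is nearer the RNA content of the cells was not tested. In c-MYC/FOXO1AAA versus c-MYC that share was 63.6% in place of 55.5%, with a median of 0.2.

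With a mean of at least 5 FPKM, fewer genes were tested, and 989 were higher in c-MYC/FOXO1AAA than in c-MYC and 2500 higher than in NL. The genes first higher and then lower numbered 248 and those first lower and then higher 492. In c-MYC/FOXO1AAA versus c-MYC the share of higher genes was 43.4% in place of 55.5%. A pseudocount of 1 gave 465 genes first lower and then higher, all 465 among the 862, as it compresses changes of low genes. Without a fold-change threshold, 5487 genes were higher in c-MYC than in NL, and 3984 were higher and 3704 lower in c-MYC/FOXO1AAA than in c-MYC. Genes with opposed changes then numbered 1491 and 1792. With a threshold of 2 the counts were 2192 higher in c-MYC versus NL, 1102 lower in c-MYC/FOXO1AAA versus c-MYC, and 260 and 492 with opposed changes. No gene called in any of the 3 contrasts was called in the opposite direction under the settings compared.

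Camera with an estimated correlation called 0 of 72 gene set tests in place of 40. At an unadjusted p under 0.05 there were 8, and the smallest adjusted p was 0.255. Fry called 59.

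Leaving out 1 library gave 3219 to 3508 higher and 3151 to 3338 lower genes in c-MYC versus NL, and 2044 to 2249 and 1546 to 1852 in c-MYC/FOXO1AAA versus c-MYC. The ranges were 4133 to 4466 and 3547 to 3768 in c-MYC/FOXO1AAA versus NL, and 388 to 487 and 786 to 877 for the opposed changes. Between 380 and 454 of the 463 genes and between 740 and 818 of the 862 genes were shared with these fits. The FOXO1 target genes past the threshold numbered 6 to 7, because Ppargc1a was no longer past it in 9 of the 10 fits and Becn1 in 4. The set tests called 40 to 43.

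The replicate number as a block gave 3252 and 3155, 2167 and 1685, and 4205 and 3605 genes in the 3 contrasts, 413 and 792 with opposed changes, 6 target genes and 40 set tests. The deviations of libraries with the same number correlated by only -0.04 to 0.03, so the numbers do not pair the samples. Voom, added after seeing the data, gave 3330 and 3279, 2406 and 1938, and 4333 and 3795 genes, 556 and 801 with opposed changes, 8 target genes and 42 set tests.

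For 92 results of named genes, 2006 of 2100 values kept their direction and side of the threshold, 37 were weaker, 33 stronger and 24 reversed. For 48 set results, 1137 of 1194 did, 24 were weaker, 20 stronger and 13 reversed. None of the 37 reversed values was past the threshold, with a smallest adjusted p of 0.215, and apart from the scaling shift the cause was not tested. Under rescaling to the same total, log2 fold changes in c-MYC versus NL became 0.58 for Foxo1, 0.7 for Foxo3, 0.81 for Rictor, 0.39 for Rptor, 0.66 for Mtor, 0.53 for Tsc1, 0.18 for Akt2, 0.26 for Insr, 0.26 for Becn1 and 0.41 for Bcl2l11. In c-MYC/FOXO1AAA versus c-MYC they became 0.07 for Foxo3 and 0.13 for Mtor. An equal median gave -0.06 for Tsc2 in c-MYC versus NL, and 0.01 for Foxo3 and 0.06 for Mtor in c-MYC/FOXO1AAA versus c-MYC. Quantile normalization gave 0.14 for the citrate cycle in c-MYC versus NL. In c-MYC/FOXO1AAA versus c-MYC it gave -0.31 for Myc, 0.06 for Foxo3, -0.02 for Rptor, 0.17 for Mtor, 0.2 for other FOXO targets, 0.17 for glycolysis and 0.01 for ribosome biogenesis. With no filter on low values, the cholangiocyte list in c-MYC versus NL was at -2.15 and the centromere set in c-MYC/FOXO1AAA versus c-MYC at -0.01.

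Over the 10 fits without 1 library, Tsc2 ranged from -0.05 to 0.15 and the stellate and fibroblast list from -0.07 to 0.57 in c-MYC versus NL. In c-MYC/FOXO1AAA versus c-MYC, Foxo3 ranged from -0.19 to 0.01, Rptor from -0.09 to 0.27, Mtor from -0.13 to 0.13, glycolysis from -0.16 to 0.04, bile acid genes from -0.55 to 0.01 and centromere genes from -0.06 to 0.07. Fry and the estimated correlation give no value for single genes. Depth limits the genes with few reads. Fold changes are lower bounds only where every library of a group holds 3 reads or fewer, and fitted values stand for genes slightly above that, such as Fbn2, Pdk4 and Prg4 in c-MYC.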

Other observations

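The tests of normal liver in the tumour libraries, of tumour material in normal liver, of different c-MYC libraries in the contrasts, of adult muscle, of a single library, of exchanged labels, of other cell types and of genes without reads were chosen only after the result was seen. An exception is the effect of the normal liver share on the FOXO1 target list.

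The number of genes first higher and then lower was 463. That is lower than the value quoted from the study above. The number of genes first lower and then higher was 862. That is also lower than its quoted value. The study tested counts with edgeR and states no fold change for these libraries, so the thresholds may be unlike. The choice of processing moves both counts. Rescaling to the same FPKM total gave 670 and 635, quantile normalization 547 and 670, a mean of at least 5 FPKM 248 and 492, and no fold-change threshold 1491 and 1792.

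Other splits of the same libraries were tested for each contrast. Of the 35 splits of the 7 libraries of c-MYC and NL, only the real 1 gave as many higher genes, and likewise only 1 gave as many lower genes, with at most 1 gene called in any other. For c-MYC/FOXO1AAA versus NL, again 1 of 35 gave as many higher and 1 of 35 as many lower genes. At an unadjusted p under 0.05 other splits went further, to at most 1925 higher and 2238 lower genes in c-MYC versus NL (3701 and 3503 in the real split) and to 2196 and 2853 in c-MYC/FOXO1AAA versus NL (4554 and 3866). For c-MYC/FOXO1AAA versus c-MYC, 1 of the 10 splits of 6 libraries gave as many higher genes, as many lower genes, as many opposed changes of either kind and as many FOXO1 target genes. With 10 splits that share cannot fall under 0.1. The other 9 splits called 0 genes in this contrast, against 2229 and 1787 in the real one, and at an unadjusted p under 0.05 they reached at most 43 higher and 43 lower genes, against 2598 and 2125. In 20 simulations with c-MYC/FOXO1AAA unchanged from c-MYC, at most 1 gene was called in this contrast. The simulations drew the spread of each gene independently, so they speak only to such spread. A difference shared by all libraries of a group, such as a batch, was not simulated and is not excluded by them. The set tests behaved otherwise. As many sets were called in 10 of the 35 splits for c-MYC versus NL, in 7 of 10 for c-MYC/FOXO1AAA versus c-MYC and in 15 of 35 for c-MYC/FOXO1AAA versus NL. The other splits called a median of 14, 9 and 14 sets, so the number of camera calls at a preset correlation does not single out the real groups. Each of these splits keeps part of the real difference, and neither the sets nor their directions were compared, so the splits do not show what unchanged groups would give.

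Opposed changes can arise because both contrasts share the c-MYC libraries. With different c-MYC libraries in the contrasts, 965 to 1114 such genes were found over 6 assignments, against 1325 with all of them, which speaks against the shared libraries as the source of most. Of the 463 genes 301 to 346 were found again and of the 862 genes 626 to 709. The number first higher and then lower is nonetheless near the 438 expected from independent calls. With different libraries it was 307 to 362 against 291 to 370. Taken alone, this number is no sign of a link between the contrasts. However, 223 genes were higher in both, where independent calls would give 546, so genes first higher were less often higher again. The number higher in both was not compared with different c-MYC libraries. The number first lower and then higher exceeds the 526 expected (652 to 757 against 389 to 447).

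The split of called genes in c-MYC versus NL, 51% of which were higher, may reflect the library scaling by the authors. When each library was rescaled to the same FPKM total, 78.8% were higher, whereas an equal median gave 46.7% and quantile normalization 55.6%. Each scaling sets the balance by its own construction, so an effect of scaling and a true balance cannot be told apart here, and a change in total RNA per cell in c-MYC tumours remains open.

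A set of 17 liver genes had at least 100 FPKM in each NL library and at most 0.2% of the NL mean in each c-MYC library. Major urinary protein genes were left out of it by name, as near-identical copies share reads. Gm21320, for which the same may hold, was kept. Most of the 17 genes lay near a common share of the NL level in each c-MYC/FOXO1AAA library. The median was 0.566, 0.838 and 0.572% in the 3 libraries, and 86.3% of the ratios lay within 2-fold of the median of their library. Gm21320 was far below, at 0.00645, 0.0356 and 0.012%. Among 456 liver genes that c-MYC tumours kept, 39.2% did. This is consistent with a small share of normal liver in the c-MYC/FOXO1AAA libraries. The 10 major urinary protein genes that meet the same criterion argue in part against it. Of their ratios 56.7% lay within 2-fold of those medians, and Mup1, Mup7, Mup15 and Mup17 were more than 2-fold below the median in every library, with mean shares of 0.18, 0.04, 0.068 and 0.16%. Liver with the levels of the NL libraries would bring these genes at the common share. Summed over the 10 genes, which does not depend on how copies split reads, the share was 0.474, 0.586 and 0.591%. With all 27 genes, 74.1% of the ratios lay within 2-fold of the median. A share of liver whose level of single genes differs from these NL libraries remains open. The share was then added to the c-MYC libraries and the test repeated. Of the 862 genes first lower and then higher, 713 (82.7%) were still higher, so the share does not account for most of them. Among the 136 of these with at least 100 FPKM in NL, however, only 48 (35.3%) remained, which bears on Mup12 and similar genes. Without the 27 genes above, 48 of 110 remained. Of all 2229 higher genes, 2070 (92.9%) remained. Of the 8 FOXO1 target genes, 6 remained. Pck1, at 0.563% of its NL level, was no longer higher (log2 fold change -0.44, limma adjusted p 1). Because Pck1 is among the 17 genes, the share was also estimated from the other 16, at 0.695% in place of 0.659% on average, which gave -0.51 (limma adjusted p 1). Likewise Ppargc1a was not past the threshold (1.67, limma adjusted p 0.0805). For Pck1, adjacent liver and activation by FOXO1AAA both remain open. Ppargc1a stood at 12.4% of its NL level, far above the estimated share, so that liver at this share does not account for its level.

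The NL libraries in turn held genes of c-MYC tumours at unequal levels. Across 42 genes chosen for high expression in c-MYC and near absence from NL 2, the median share of the c-MYC level was 8.36% in NL 1, 0.617% in NL 2, 3.87% in NL 3 and 2.14% in NL 4. In NL 1, 3 and 4, 92.9% of the ratios lay within 2-fold of the median of their library. Tmed6, for example, was 13, 0.623, 6.25 and 6.02 FPKM in the 4 NL libraries. Reads crossing between all libraries of the run would bring in genes specific to c-MYC/FOXO1AAA as well. For 37 genes high in c-MYC/FOXO1AAA and near absent from c-MYC, chosen without the NL values, the median in NL 1 was 0.472% of the c-MYC/FOXO1AAA level. Of these, 31 were under 2.09%, a fixed fraction of the c-MYC share of 8.36%, and 16 had no read in NL 1. The same fraction is 0.968% in NL 3, with 28 of the 37 under it, and 0.535% in NL 4, with 20 under it. In NL 4, 5 genes were at or above its full c-MYC share of 2.14%, against 2 in NL 1 and 2 in NL 3. The values thus argue less against such crossing in NL 4. Crossing from the c-MYC libraries alone is not excluded by this. A share of c-MYC tumour material or RNA in NL 1, 3 and 4 is a candidate explanation. Whether it arose in the animals, at dissection or during library preparation was not tested. It limits how large an increase over NL can appear, and such material would also raise NL means of genes that c-MYC/FOXO1AAA lowers.

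Many genes of skeletal muscle, though not all, were high in c-MYC/FOXO1AAA and near absent elsewhere. Among the exceptions, Tnnc1 was 55 FPKM and Tnni1 11.4 FPKM in c-MYC, and Fgfr4 was 30.3 FPKM in NL. The genes of this pattern fall outside the rule for named genes and were chosen after their values were seen. Myod1 reached 5.31 FPKM ± 1.59 (SD, n = 3), Myog 25.9 ± 8.96, Acta1 110 ± 18.1, Tnnt3 160 ± 31.4 and Des 62.7 ± 6.02. Myod1 and Myog held no read in any NL or c-MYC library. All 20 muscle genes noticed first were higher than in c-MYC, with a median fitted log2 fold change of 7.2, or 6.89 with the 14 genes at the c-MYC floor set to their lower bound. They stand at 0.191 FPKM in NL and 0.145 FPKM in c-MYC as medians, and 1 of them, Des, also belongs to the stellate and fibroblast list. A second list of 34 muscle genes was written without looking at their values. Of these, 22 could be tested, 15 were higher past the threshold and 2, Tnnc1 and Fgfr4, were lower, with a median log2 fold change of 3.8 (3.68 with 6 genes at their bound) and levels of at most 30.5 FPKM (Tnni1). Of the 30 that are in the table, 6 reached 1 FPKM in NL.

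Several explanations were weighed for the muscle genes. Adult skeletal muscle taken with the tumours would bring its most abundant transcripts, but a list of adult myofibre genes had a median of only 2.07 FPKM, with 5 of 9 tested genes higher (median log2 fold change 1.73). Ckm stood at 5.76 FPKM, Myh4 at 0.0924 FPKM and Mb at 2.36 FPKM, below the level of Myog. Eno3, the highest gene of this list, stood at 47.5 FPKM, above Myog, but was already 25.3 FPKM in c-MYC. Levels of different genes are compared here, with the limit that the gene lengths used set on FPKM. A single odd library does not account for the pattern in the second list. Of its 22 tested genes, all but Tnnc1, Stac3, Smyd1 and Fgfr4 lay above every NL and c-MYC library in each c-MYC/FOXO1AAA library. The number was 38 of 42 (90.5%) with the 20 genes noticed first, which cannot test this because their values had been seen. The library scaling by the authors does not account for the pattern either, with a median of 3.97 for the second list after rescaling to the same FPKM total. Labels exchanged with another group are excluded by Foxo1, whose lowest value in c-MYC/FOXO1AAA was 8.9 times its highest value elsewhere. A loss of liver cells that enriched all other cell types alike would move their lists together, but the stellate and fibroblast list and the endothelial list differed by 3.5 in median log2 fold change. A myogenic programme in tumour cells, or myogenic cells in all 3 tumours, may therefore be present, and the 15 genes of the second list are in line with it. Bulk tissue cannot show which cells carry the reads, and FOXO1AAA as its cause is a hypothesis that 3 animals and no other FOXO1 construct can test only in part. A construct or a tissue other than described also remains open. In that case all differences between c-MYC/FOXO1AAA and c-MYC would have another meaning. The Foxo1 values speak against an exchange between groups, but as totals by gene they do not show which form is expressed. Against this doubt, the paper reports tagged FOXO1AAA in c-MYC/FOXO1AAA tumours by staining and Western blot. It also describes their histology as similar to that of its controls. Whether the sequenced tumours were among those examined is not stated.

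The remaining cell lists gave these median log2 fold changes in c-MYC/FOXO1AAA versus c-MYC. Stellate and fibroblast genes stood at 2.79 (5 of 8 tested genes higher, Dcn highest at 236 FPKM), male-biased liver genes at 3.55 (6 of 8, and 3.56 with 3 genes at their bound) and B cell genes at 5.42 (2 of 3, Ighm at 108 FPKM). Smooth muscle genes stood at 1.72 (1 of 2), oligodendrocyte genes at 1.22 (1 of 2, and 1.03 with a gene at its bound), erythroid genes at 0.97 (0 of 4), cholangiocyte genes at 0.88 (2 of 4) and neutrophil genes at 0.48 (0 of 2). Macrophage genes stood at -0.5 (1 of 9), T cell genes at -0.62 (0 of 2), endothelial genes at -0.71 (1 of 6) and the female-biased liver gene tested at -0.66 (0 of 1). The macrophage, T cell and cholangiocyte lists each held 1 gene that was lower past the threshold. No cardiac muscle gene could be tested, and the highest, Tnni3, was 0.728 FPKM. Normal liver also expressed most genes of several lists at 1 FPKM or more, among them 8 of the stellate and fibroblast list, 9 of the macrophage list and 8 of the male-biased list. Camera called the stellate and male-biased lists alone among those it could test, with the limit given above for set calls.

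Genes specific to a group, with at least 10 FPKM in each of its libraries and under 1 FPKM in every other, numbered 75 in NL, 2 in c-MYC and 78 in c-MYC/FOXO1AAA. The c-MYC tumour genes described above stood in NL 1 at a median of 8.36% of their c-MYC level. This can lift c-MYC genes past 1 FPKM in NL and limits the count of 2. Fewer genes had no read in c-MYC/FOXO1AAA, with 444, 408 and 337 genes against 768 to 1130 in the other 7 libraries. Sequencing depth alone is excluded, because the 337 genes belong to c-MYC/FOXO1AAA 3, which had a lower depth (13.48 M reads) than all of the other libraries except NL 4. A wider range of cell types or programmes could produce this and was not tested separately.

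Xist was not analysed here. Ddx3y, Eif2s3y, Uty and Kdm5d, genes of the Y chromosome, had reads in all 10 libraries. Kdm5d was 0.0988 FPKM in c-MYC/FOXO1AAA 2, where it held 20 reads, and 1.81 to 2.78 FPKM in the other tumour libraries. Nnt, which some mouse strains lack in part, held 3 to 21 reads in every library. Hc was 40.4 FPKM in NL, 11.1 FPKM in c-MYC and 1.1 FPKM in c-MYC/FOXO1AAA (0.661 FPKM without c-MYC/FOXO1AAA 3). These values do not settle the strain.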
